# Targeting STAT6-mediated synovial macrophage activation improves pain in experimental knee osteoarthritis

**DOI:** 10.1186/s13075-024-03309-6

**Published:** 2024-03-20

**Authors:** Garth Blackler, Yue Lai-Zhao, Joseph Klapak, Holly T. Philpott, Kyle K. Pitchers, Andrew R. Maher, Benoit Fiset, Logan A. Walsh, Elizabeth R. Gillies, C. Thomas Appleton

**Keywords:** Signal transducer and activator of transcription 6, macrophages, pain, osteoarthritis

## Abstract

**Background:**

Pain from osteoarthritis (OA) is one of the top causes of disability worldwide, but effective treatment is lacking. Nociceptive factors are released by activated synovial macrophages in OA, but depletion of synovial macrophages paradoxically worsens inflammation and tissue damage in previous studies. Rather than depleting macrophages, we hypothesized that inhibiting macrophage activation may improve pain without increasing tissue damage. We aimed to identify key mechanisms mediating synovial macrophage activation and test the role of STAT signaling in macrophages on pain outcomes in experimental knee OA.

**Methods:**

We induced experimental knee OA in rats via knee destabilization surgery, and performed RNA sequencing analysis on sorted synovial tissue macrophages to identify macrophage activation mechanisms. Liposomes laden with STAT1 or STAT6 inhibitors, vehicle (control), or clodronate (depletion control) were delivered selectively to synovial macrophages via serial intra-articular injections up to 12 weeks after OA induction. Treatment effects on knee and hindpaw mechanical pain sensitivity were measured during OA development, along with synovitis, cartilage damage, and synovial macrophage infiltration using histopathology and immunofluorescence. Lastly, crosstalk between drug-treated synovial tissue and articular chondrocytes was assessed in co-culture.

**Results:**

The majority of pathways identified by transcriptomic analyses in OA synovial macrophages involve STAT signaling. As expected, macrophage depletion reduced pain, but increased synovial tissue fibrosis and vascularization. In contrast, STAT6 inhibition in macrophages led to marked, sustained improvements in mechanical pain sensitivity and synovial inflammation without worsening synovial or cartilage pathology. During co-culture, STAT6 inhibitor-treated synovial tissue had minimal effects on healthy chondrocyte gene expression, whereas STAT1 inhibitor-treated synovium induced changes in numerous cartilage turnover-related genes.

**Conclusion:**

These results suggest that STAT signaling is a major mediator of synovial macrophage activation in experimental knee OA. STAT6 may be a key mechanism mediating the release of nociceptive factors from macrophages and the development of mechanical pain sensitivity. Whereas therapeutic depletion of macrophages paradoxically increases inflammation and fibrosis, blocking STAT6-mediated synovial macrophage activation may be a novel strategy for OA-pain management without accelerating tissue damage.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13075-024-03309-6.

## Background

Pain from osteoarthritis (OA) is one of the top causes of disability worldwide, but effective treatments are lacking and limited by adverse effects. For e.g., an anti-nerve growth factor (NGF) monoclonal antibody (tanezumab) effectively modified pain, but also increased rates of rapidly progressive OA [1]. Effective targets to modify OA-related pain without accelerating joint damage are urgently needed. Synovial inflammation (synovitis) is dominated by macrophage infiltration and strongly associated with worse pain and joint damage in knee OA patients [2–5]. We and others suspect that synovial macrophages mediate pain outcomes, but the mechanisms controlling synovial macrophage activation in OA are not well understood.

Macrophages reside in healthy synovium and maintain tissue homeostasis through phagocytosis of extracellular matrix turnover products and efferocytosis of dead and dying cells [6, 7]. During OA, peripheral macrophages are recruited to synovial tissue and activated [8], contributing to the genesis of chronic OA-related pain through the release of nociceptive molecules including cytokines that act on sensory nerve fibres and via crosstalk with other cell types [9]. Pro- (M1) or anti-inflammatory (M2) macrophage polarization can be stimulated *in vitro* [10], but exposure to disease-specific cues in the local joint microenvironment leads to a wider range of activation states [11]. This complexity underlies the helpful and harmful roles played by macrophages during chronic inflammation and its resolution.

Synovial macrophages may be a key target for the treatment of OA-related pain [6], but are also required for the maintenance of joint homeostasis. Supporting this catch-22 hypothesis, previous studies have shown that depletion of synovial macrophages (for e.g., with liposomal clodronate or genetic deletion) in animal models of OA leads to a paradoxical increase in inflammation and destruction of joint tissues [12, 13]. Therefore, we hypothesize that inhibiting macrophage activation (instead of ablation) may be an effective strategy to improve pain outcomes while preserving the homeostatic functions of synovial macrophages during OA.

The mechanisms leading to synovial macrophage activation during OA development are not well understood. Interestingly, the signal transducer and activator of transcription (STAT) family plays key roles in regulating macrophage activation, polarization, and crosstalk in other diseases [11, 14]. This suggests that STAT signaling may also be important for macrophage activation in OA, but the role of STAT signaling in OA macrophages in pain and synovial inflammation has not been described. Small molecule inhibitors of intra-cellular signaling mechanisms are routinely used to manage rheumatoid and psoriatic arthritis in the clinic [15]. To test the role of STAT signaling in this study, we packaged highly selective small molecule STAT1 or STAT6 inhibitors in large multi-lamellar liposomes. After intra-articular injection, liposomes and their drug payload are phagocytosed by synovial macrophages, allowing us to selectively target macrophage activation. Our objectives were to identify major mechanisms of synovial macrophage activation and test the role of STAT signaling in macrophages on pain outcomes in experimental knee OA.

## Methods

### Rat model of experimental knee OA

Sprague Dawley rats (Charles River Laboratory, Quebec, Canada, strain code 400) were housed and handled in the Animal Care and Veterinary Services conventional housing facility at Western University in accordance with the guidelines of the Canadian Council on Animal Care. The animal use protocol was approved by the Western University Animal Care and Use Committee (AUP2017-042). Twelve-week-old male rats underwent anterior cruciate ligament transection and destabilization of the medial meniscus surgery (OA), or a sham surgery (control) as previously described [16].

### Synovial macrophage sorting and RNA isolation

Synovial tissue was dissected from the entire knee as previously described [16], pooled from 3 or 4 animals per replicate, providing n=5 replicates per condition at 4 and 12 weeks after joint surgery. After rinsing in PBS, synovial cells were enzymatically dissociated as previously described [7]. CD11b+ cells (monocyte/macrophage) were sorted using magnetic-activated cell sorting separation columns (Miltenyi Biotec) and lysed with TRIzol (Fisher Scientific) for RNA isolation using the Direct-zol RNA MicroPrep Kit (Zymo Research). RNA was analysed using a Qubit 1.0 fluorimeter and the Qubit RNA high sensitivity kit (Fisher Scientific); RNA with integrity numbers 7.8-9.3 were sequenced.

### RNA-sequencing data analysis

RNA sequencing libraries were prepared with the Illumina stranded total RNA prep with ribo-zero plus kit. LabChip (Perkin Elmer) was used for quality assessment and qPCR for quantitation of libraries. Libraries (100 base-pair, paired-end) were sequenced using a NovaSeq 6000 S4 reagent kit v1.5 (Illumina) at the McGill Genome Centre. Fastp (v0.20.0) was used to collect QC metrics of the raw reads [17]. RNA sequences were aligned and sorted by coordinates, to the NCBI rat genome Rattus_Rnor6_V102, using STAR aligner (STAR-2.7.6a) [18]. Alignment duplicates were removed with Sambamba (v0.8.0) [19]. Gene quantification was performed using featureCounts (v2.0.0) [20]. DESeq2 (v1.24.0) was used to normalize feature counts and identify differentially expressed genes [21]. The HGNC symbols were extracted and added to the DESeq2 results using biomaRt (v2.40.4) using the rat "rnorvegicus_gene_ensemb" BioMart version "Ensembl Release 102 (November 2020)" [22, 23]. Differential gene expression for OA versus sham included a log_2_-fold change ≥0.5 and an adjusted p value <0.05. Volcano plots were created using VolcaNoseR and bubbleplots in Rstudio (4.2.0) using ggplot2 [24, 25]. Gene Set Enrichment Analysis (GSEA v4.1.0) was used to identify significantly enriched pathways between OA and sham at each timepoint using the Gene Ontology and Hallmark collections from the Molecular Signatures Database [26]. Enriched pathways with a false discovery rate of <0.05 were considered significant. Venny 2.1.0 was used to compare transcription factor involvement in enriched Hallmark pathways [27].

### Drug-loaded liposomes

Commercial liposomes contained phosphate-buffered saline (Veh-lip; control) or 18.4 mM clodronate (Clod-lip) (Encapsula NanoScience). Liposomes prepared in-house containing fludarabine (STAT1i-lip) (Sigma-Aldrich) or AS1517499 (STAT6i-lip) (Sigma-Aldrich) were spontaneously formed via vesicle dispersion containing a 7:3 molar ratio of L-α-phosphatidylcholine (Avanti Polar Lipids) and cholesterol (Sigma-Aldrich) in chloroform to match the commercial liposomes. The dispersion was rotary evaporated under vacuum and heat. The phospholipid film was hydrated with a 2.5 mg/mL solution of fludarabine (STAT1i-lip) in PBS, whereas AS1517499 (STAT6i-lip) at 1 mg/mL was added prior to phospholipid film preparation due to its hydrophobic nature. Liposomes were extruded 6 times through 1.0 μm pore polypropylene filters to form a liposome suspension with an average diameter of 1.25 μm (0.7-2 μm) matching the commercial liposomes. Liposomes were purified using a 30,000 Dalton centrifugal size-exclusion column (Sigma-Aldrich). To validate shape and structure, STAT1i-lip and STAT6i-lip were fixed in 1.5% paraformaldehyde and 1.5% glutaraldehyde in PBS and imaged on a Philips Electronics CM10 Transmission Microscope with a Hamamatsu ORCA 2MPx HRL Camera (Supplemental Fig. 1A). Dynamic light scattering (Malvern Panalytical, Zetasizer Nano ZS) was used to confirm size distribution in all batches. (Supplemental Fig. 1B).

### Liposome delivery

Liposomes were delivered via intraarticular injection. Rats were anaesthetized, the skin around the joint was prepared for injection using a sterile Hamilton syringe equipped with a 30-gauge needle to deliver 50 μL of liposomes. The needle was oriented to the central line of the joint and inserted 2-3 mm through the infra-patellar fat pad to reach the inter-condylar joint space. Injections were initiated 14 days after surgery, providing a total of 2 injections (day 14 and 21) in the 4-week endpoint group, and 6 injections (day 14, 21, 28, 42, 56, and 70) in the 12-week endpoint group.

### Pressure Application Measurement (PAM)

Mechanical sensitivity at the knee was measured longitudinally in all animals in the 12-week endpoint group (n=10 per condition) as previously described [28]. Briefly, a pressure application measurement (PAM) algometer (Bioseb) was placed on the medial joint line of the knee and pressure was applied at approximately 200 grams per second until a withdrawal or vocalization occurred. Measurements were taken at baseline, 4-, 8-, and 12-week timepoints.

### Electronic von Frey (eVF)

Using the same measurement approach as above, ipsilateral hindpaw mechanosensitivity was measured longitudinally in all 12-week endpoint rats as previously described [28]. Briefly, force was applied to the plantar surface of the hindpaw by the applicator tip of an electronic von Frey instrument (Bioseb). Force was applied at 25 grams per second until withdrawal occurred. Three measurements were taken with a 5-minute recovery period.

### Cartilage and synovial histopathology

Whole knees were harvested for histopathology analysis at 4- and 12-week endpoints from half of the rats included in the liposome treatment cohort (n=5 per condition), fixed, processed, sectioned, and stained with either toluidine blue or haematoxylin & eosin (H&E) as previously described [28]. Toluidine blue-stained sections (3 per animal, collected every ~600 μm to span the mid-tibiofemoral joint) were used for grading using the OARSI Histopathology cartilage degeneration system [29]. Mean grades for each of the medial and lateral femoral condyles and tibial plateaus were summed for a total joint cartilage degeneration score. H&E-stained sections (3 per animal, collected every ~600 μm to span the mid-tibiofemoral joint) were used for grading synovial histopathology using a six-component scoring system [30]. Mean grades for each of the medial and lateral parapatellar and tibiofemoral regions were collected for synovial lining thickness, synovial infiltration, fibrin deposition, vascularization, fibrosis, and perivascular edema. Mean grades from each anatomical region were summed for a total joint score for each component.

### Joint tissue co-culture system

The remaining liposome treated knees were allocated to tissue co-culture testing (n=5 per condition). Whole knee synovial tissue was dissected under sterile conditions and transferred to co-culture as previously described [16]. Briefly, synovial tissue explants were cultured in seated 12-well trans-well inserts (Fisher Scientific) for 24-hours before being transferred together with the associated conditioned media to co-culture with passage 1 naïve rat chondrocytes. After 24 hours, conditioned media was collected to assess sulfated glycosaminoglycan production, synovial tissue was fixed for immunofluorescent analysis, and chondrocytes were lysed with TRIzol for RNA purification and gene expression analysis.

### Sulfated glycosaminoglycan assay

Sulfated glycosaminoglycan (sGAG) content in conditioned medium was assessed as previously described [16]. Briefly, Conditioned medium or controls were diluted 1:2 with dimethyl-methylene blue (Sigma Aldrich) and absorbance at 595nm was measured.

### Chondrocyte RNA isolation and gene expression analysis

Chondrocyte RNA purification and gene expression analysis was performed as previously described [16]. RNA was isolated using the RNAEasy Mini Kit (Qiagen) and phase separation tubes (Fisher Scientific), and reverse transcribed using the iScript Reverse Transcription Supermix (Bio-Rad). Quantitative real-time PCR was performed using SsoAdvanced Universal SYBR Green Supermix (Bio-Rad) with predesigned primers for *Acan, Col2A1, Prg4, Sox9, Adamts5, Mmp3, Mmp13, Ccl2, Il6, and S100A8* (Bio-Rad). Cq values were calculated on CFXMaestro 1.1 (Bio-Rad) and normalized to reference genes prior to 2^(-ΔΔCq)^ analysis.

### Immunofluorescence

Synovial lining macrophages were quantified in liposome-treated joint tissue sections (n = 3 per condition) using immunofluorescence labelling as previously described [7]. Sections were labeled with rabbit anti-CD68 (Abcam) or rabbit polyclonal isotype control (Abcam, ab37415) at 0.005 mg/mL in blocking buffer overnight at 4^o^C. Goat anti-rabbit-Alexa-488 secondary antibody (Jackson ImmunoResearch) at 0.0015 mg/mL was applied before washing and mounting with ProLong Gold Antifade Mountant with DAPI (Fisher Scientific). Slides were imaged on a Zeiss LSM 800 AiryScan confocal microscope using the 40X water immersion lens with configuration settings held constant across all samples. Two regions of interest were imaged per section.

### Statistical Analysis

Mechanical sensitivity measures were analyzed using linear mixed effects regression models for each treatment group (Veh-lip, Clod-lip, STAT1i-lip, STAT6i-lip) as previously described [28]. Using separate models for each behavior tested, time was entered as a categorical predictor variable for fixed effects and animal ID was entered as random intercepts. Assumptions for linear mixed models were tested and likelihood ratio tests and Bayesian Information Criterion were used to evaluate model fit. Measures of association are reported as unstandardized beta (β) coefficients ± 95% confidence intervals (CIs) and standard error. In addition, post estimation pairwise comparisons of treatment to control (Veh-lip) were completed with Sidak correction. Cartilage and synovial histopathology, synovial macrophage density, and chondrocyte co-culture measures of sGAG and gene expression were analyzed with one-way ANOVA in GraphPad Prism (version 9.1.2) with Dunnett multiplicity adjustment. A p-value of ≤0.05 was considered significant.

## Results

### Differential gene expression and gene set enrichment analysis

Forty-two genes were differentially expressed in synovial macrophages at 4-weeks after OA induction (18 increased and 24 decreased) (Sup. 1). These included genes involved in cellular metabolism (*Fbp1, Acod1, C1qtnf3, Slc1A3)*, macrophage activation (*Rnase2, Ocstamp*), inflammation (*Sctr*), cell motility (*Cdh26*), and Wnt signalling (*Rspo2)* (Fig. 1A). 

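Cells were dissociated from the synovium, the tissue that lines the knee joint, 4 or 12 weeks after OA or sham surgery in rats. They were sorted with magnetic beads for CD11b, an integrin on the surface of monocytes, macrophages and other myeloid cells. The paper's methods state 5 replicates per condition at both time points, each pooled from 3 or 4 animals. The sample labels give 5 OA and 5 sham libraries at 4 weeks and 4 OA and 4 sham libraries at 12 weeks. The design text deposited with the series gives pools of 4 rats per library at 4 weeks and of 3 rats at 12 weeks. All 18 libraries were used. The authors sequenced total RNA from which ribosomal RNA had been removed, aligned the reads to the rat genome with STAR, removed duplicates with Sambamba and counted reads on genes with featureCounts. For each time point they deposited a table of 30643 genes, with DESeq2-normalized reads for every library and their own comparison of OA with sham. In each library, 100% of the normalized values were whole multiples of the value of a single read, so the reads behind them were recovered. At 4 weeks, recovered reads per library ranged from 11046979 to 17235069 (median 14063242) in OA and from 4662344 to 12927114 (median 11767006) in sham. At 12 weeks, they ranged from 12841781 to 15697734 (median 13323759.5) in OA and from 10976114 to 18080503 (median 14040878) in sham. A count of 3 reads, taken as the smallest detectable amount, equals 2.06 to 6.96 normalized reads in the 4-week libraries and 2.27 to 3.82 in the 12-week libraries. This floor covers counting error only.

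OA was compared with sham within each time point by limma on log2(normalized reads + 1), a scale that understates the fold change of low genes. Genes with a mean of at least 10 normalized reads were tested, which left 14861 genes at 4 weeks and 14666 at 12 weeks. The criteria were those of the paper, a log2 fold change of at least 0.5 in either direction and an adjusted p-value under 0.05, with Benjamini-Hochberg adjustment. Because the tables of the time points were normalized separately, levels were compared only within a table.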

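At 4-weeks after OA induction, 0 genes met both criteria in limma. Without adjustment, 1177 genes had a p-value under 0.05 in limma, 609 higher and 568 lower in OA, where 0.05 of the genes tested is 743. DESeq2's Wald test on the recovered reads, the tool named in the paper, called 27 genes, 18 higher and 9 lower in OA. On the adjusted p-value alone, DESeq2 called 42 genes, 31 higher and 11 lower. The count moved most in fits chosen after the data were seen, DESeq2 without sham replicate 3, which called 40 genes, and 87 on the adjusted p-value alone. In the authors' deposited table, 42 genes have an adjusted p-value under 0.05, 31 higher and 11 lower in OA. Of these genes in the authors' deposited table, 27 also reach the fold-change minimum, 18 higher and 9 lower, and all 27 were called by DESeq2 on the recovered reads. The quasi-likelihood test of edgeR on the recovered reads called 0 genes, with 1202 genes at an unadjusted p-value under 0.05, 457 higher and 745 lower in OA. With TMM scaling, limma gave 1315 genes at an unadjusted p-value under 0.05, 855 higher and 460 lower. One library, sham replicate 3, held fewer reads than any other. When this library was left out, limma called 1 gene, the glutamate transporter gene Slc1a3, and 1544 genes had an unadjusted p-value under 0.05. Of 40 splits of the 10 libraries into groups of 5, 4 gave at least 27 DESeq2 calls, the real split included.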

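Slc1a3 (ENSRNOG00000016163) had 208 ± 36.9 normalized reads (SD, n = 5) in OA and 93.7 ± 17.2 (SD, n = 5) in sham at 4-weeks. Its log2 fold change was 1.14 (SE 0.15) and its adjusted p-value 0.0702 in limma, the smallest of all genes tested. The adjusted p-value was 2.81e-08 in DESeq2 and 0.0757 in edgeR, and it ranged from 0.00244 to 0.359 across the alternatives run in limma and edgeR. Every OA library was above every sham library, with an exact permutation p of 0.00794, the smallest that 5 libraries against 5 allow (two-sided, as for all exact tests here). The metabolic gene Fbp1 (ENSRNOG00000017597) had 4.69 ± 3.27 normalized reads (SD, n = 5) in OA, from 0.687 to 8.32, and 31.1 ± 24.3 (SD, n = 5) in sham. Its log2 fold change was -2.46 (SE 0.56) with an adjusted p-value of 0.403 in limma, 0.0144 in DESeq2, and 0.174 to 0.801 across those alternatives. The lowest OA library held 1 read of Fbp1. Acod1 (ENSRNOG00000009919) had a log2 fold change of -2.31 (SE 0.61), from 70.8 ± 52.4 normalized reads (SD, n = 5) in sham to 11.4 ± 7.74 (SD, n = 5) in OA. The groups overlapped, since sham libraries spanned 11.6 to 139 and OA libraries 5.42 to 22.9 (exact permutation p = 0.0238). C1qtnf3 rose by 1.18 on the log2 scale, also with overlapping groups (exact permutation p = 0.0317), and Rspo2 rose by 1.03. Rnase2 fell by 2.16, Ocstamp fell by 1.58, Sctr fell by 1.54 and Cdh26 fell by 1.51 on the log2 scale.

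Of these 9 genes, 3 were higher and 6 lower in OA. In 7 of the 9 the groups did not overlap. Chance separates groups of this size in a share of 0.00794 of genes, a share that does not apply to genes selected for their difference in these libraries. All 9 had an unadjusted p-value under 0.05 in limma, with adjusted p-values from 0.0702 to 0.403. All 9 passed an adjusted p-value of 0.05 in DESeq2 and 0 in edgeR. All 9 also passed in limma when adjusted over these 9 genes alone, but the genes were selected on the same data. None of the 9 changed direction when each library was left out in turn.

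**Figure D1:**
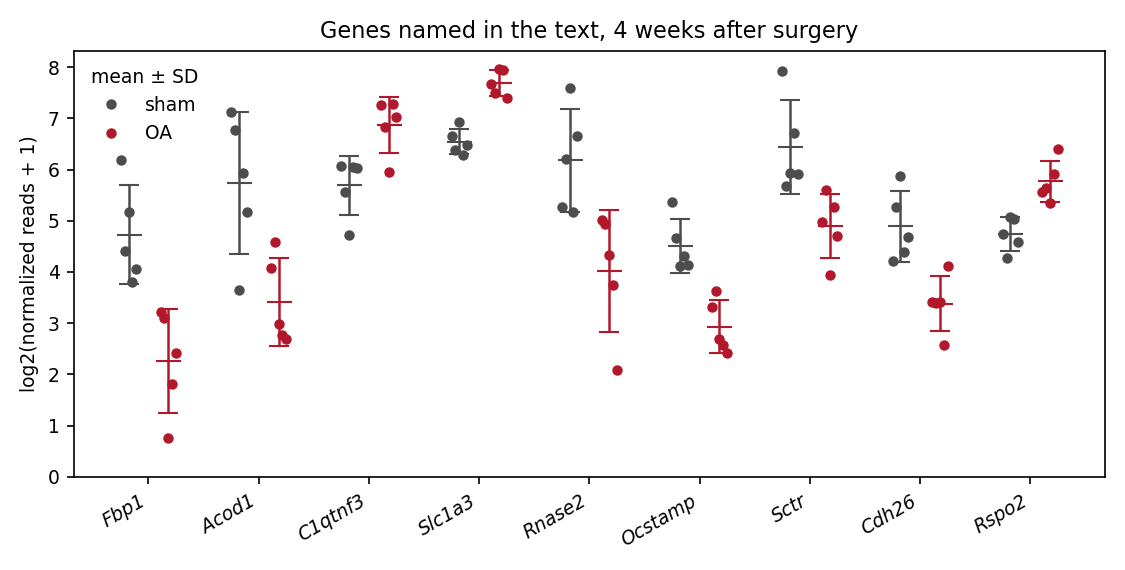
Log2(normalized reads + 1) of the 9 genes in each sham and OA library at 4 weeks, with the mean ± SD of each group (n = 5 each). OA lies above sham for C1qtnf3, Slc1a3 and Rspo2 and below it for the other genes, with overlap for Acod1 and C1qtnf3.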

One hundred thirty-three genes were differentially expressed in synovial macrophages at 12-weeks (78 increased and 55 decreased) (Sup. 2). These included genes involved in extracellular remodelling (*Mmp16, Fbn2, Adamts16, Mmp13, Vit, Cemip*), cell motility (*Myh7, Tnni1*), and cell fate (*Ptprv*) (Fig. 1B).

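At 12-weeks, limma called 0 genes. There were 1814 genes with an unadjusted p-value under 0.05 in limma, 843 higher and 971 lower in OA, where 0.05 of the genes tested is 733. The smallest adjusted p-value in limma was 0.181. DESeq2's Wald test on the recovered reads called 98 genes, 80 higher and 18 lower in OA, and 136 genes on the adjusted p-value alone, 97 higher and 39 lower. In the authors' deposited table, 132 genes have an adjusted p-value under 0.05, 94 higher and 38 lower in OA. Of these genes in the authors' deposited table, 95 also reach the fold-change minimum, 78 higher and 17 lower, and all 95 were among the 98 calls of DESeq2 on the recovered reads. The edgeR test called 0 genes, with 1833 at an unadjusted p-value under 0.05. With 1 surrogate variable as a covariate, limma called 18 genes, 15 higher and 3 lower. Leaving out sham replicate 3 gave 81 calls in limma, 77 higher and 4 lower, and the other fits that each left out a library gave 0 or 1. Of the 35 splits of the 8 libraries into groups of 4, 2 gave at least 98 DESeq2 calls, the real split included.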

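Mmp13 (ENSRNOG00000008478), a collagenase gene, had 209.3 ± 139 normalized reads (SD, n = 4) in OA and 20.8 ± 15.3 (SD, n = 4) in sham at 12-weeks. Its log2 fold change was 3.22 (SE 0.81) with an adjusted p-value of 0.278 in limma, 0.0256 in DESeq2, and 0.0894 to 0.637 across the alternatives in limma and edgeR. OA libraries spanned 31.4 to 338 normalized reads and sham libraries 3.44 to 38.2, so the groups overlapped (exact permutation p = 0.0571). Adamts16 (ENSRNOG00000016812) had 112 ± 26.2 normalized reads (SD, n = 4) in OA and 39.1 ± 19.2 (SD, n = 4) in sham. Its log2 fold change was 1.58 (SE 0.30) with an adjusted p-value of 0.264 in limma, 0.000811 in DESeq2, and 0.0136 to 0.627 across those alternatives. Its groups did not overlap (exact permutation p = 0.0286, the smallest that 4 libraries against 4 allow). The log2 fold changes were 1.53 for Cemip, 1.40 for Fbn2, 1.28 for Mmp16 and 1.17 for Vit. Ptprv had a log2 fold change of 1.38. The muscle genes Tnni1 and Myh7 had log2 fold changes of 1.05 and 0.96. Myh7 had 95.1 normalized reads in OA replicate 1 and 234 to 266 in the other OA libraries, against 101.1 ± 14.3 (SD, n = 4) in sham (exact permutation p = 0.0857).

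All 9 genes were higher in OA, and in 6 of them the groups did not overlap. Chance gives a share of 0.0286 for genes that were not selected on these libraries, as these were. Their adjusted p-values in limma ranged from 0.264 to 0.292 and all 9 had an unadjusted p-value under 0.05. DESeq2 called all 9 and edgeR 0. Leaving out a library changed no direction. Over the same libraries, the mean log2 level of 14 fibroblast marker genes was 11.16 ± 0.13 (SD, n = 4) in OA and 10.68 ± 0.25 (SD, n = 4) in sham (exact permutation p = 0.0571). That of 25 skeletal muscle marker genes, which include Myh7 and Tnni1, was 6.64 ± 0.23 (SD, n = 4) in OA and 6.25 ± 0.083 (SD, n = 4) in sham (exact permutation p = 0.0286, 0.133 adjusted over 14 marker lists). A list alone at the smallest p these libraries allow cannot pass that adjustment.

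**Figure D2:**
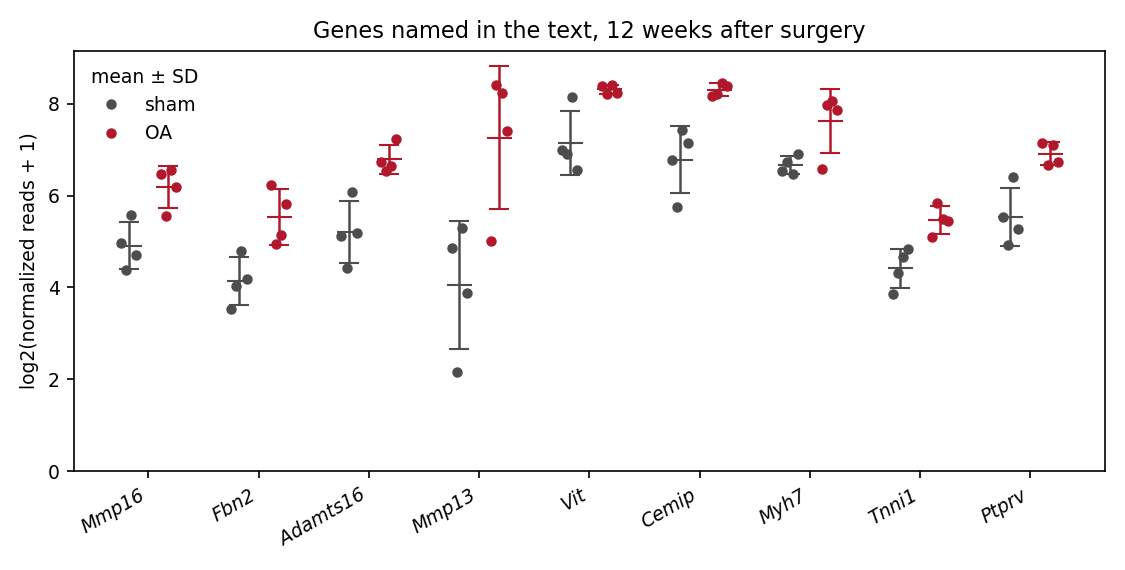
Log2(normalized reads + 1) of the 9 genes in each sham and OA library at 12 weeks, with the mean ± SD of each group (n = 4 each). OA lies above sham for every gene, and the groups overlap for Mmp13, Mmp16 and Myh7.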

**Fig. 1:**
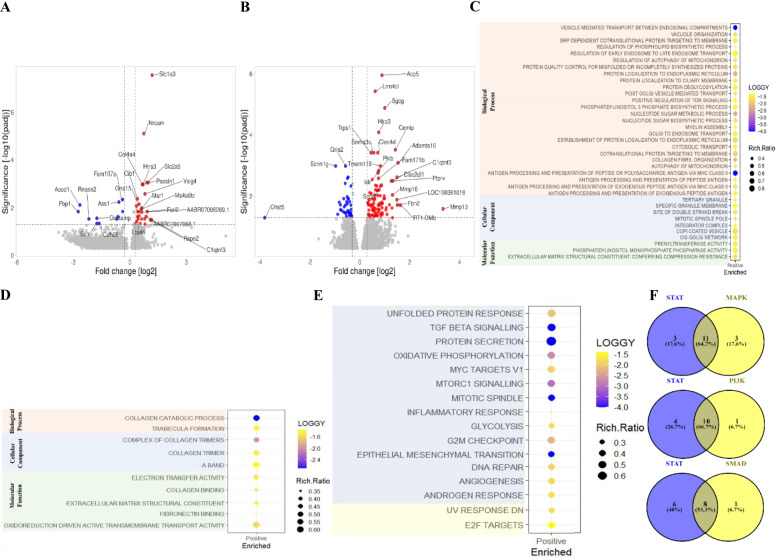
Differential gene expression and gene set enrichment analysis of OA macrophages. Volcano plots showing the top differentially expressed genes of macrophages at 4-weeks (**A**) and 12-weeks (**B**) post surgery, as compared to sham controls. The Y-axis represents the -log10 of the adjusted p-value with a cut-off set at 1.3 (padj < 0.05) and the x-axis represents the log2 fold change with cut-off at -0.5 and 0.5. Bubble plots showing gene set enrichment of Gene Ontology terms at 4-weeks (**C**) and 12-weeks (**D**) and enrichment of Hallmark term at 4-weeks (**E**) after OA induction versus sham controls. LOGGY represents the -log10 of the false discovery rate (FDR <0.05) and Rich.Ratio the number of genes called to a set divided by the total number of genes in the set. Venn diagrams comparing the number significantly enriched hallmark pathways in early-stage OA development (shown in panel E) that are associated with STAT signaling and their overlap with pathways involving MAPK, PI3K, and SMAD signaling mechanisms (**F**)

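Fig. 1A labels 16 further genes at 4-weeks and Fig. 1B labels 19 further genes at 12-weeks. Of the 16 genes at 4-weeks, 14 were higher and 2 lower in OA, with log2 fold changes from -0.57 to 0.98. Their adjusted p-values in limma ranged from 0.121 to 0.403, and in all but Fcrl2, 15 of the 16, the groups did not overlap. The genes were labelled for their difference in these same libraries, so the share of 0.00794 that chance gives for other genes is no comparison for them, and the same holds at 12-weeks. All 16 had an adjusted p-value under 0.05 in DESeq2, from 7.98e-06 to 0.0233. With DESeq2, Cib1, Fam107a, Gna15 and Lta4h were under the fold-change minimum at 4-weeks, and Trps1 at 12-weeks. Of the 19 genes at 12-weeks, 16 were higher and 3 lower in OA, with log2 fold changes from -2.48 to 1.54. Their adjusted p-values in limma ranged from 0.181 to 0.374 and in DESeq2 from 1.10e-06 to 0.0499. In 18 of the 19 the groups did not overlap, where chance gives a share of 0.0286. The exception was Chst5 (ENSRNOG00000021521), with 7.13 ± 2.73 normalized reads (SD, n = 4) in OA and 99.2 ± 104 (SD, n = 4) in sham. Its sham libraries ranged from 5.16 to 204 normalized reads (exact permutation p = 0.143). The adjusted p-value of Chst5 is 0.0501 in the authors' deposited table. Ms4a6bl, Clec2dl1, RT1-DMb and LOC100361018 belong to families of similar genes, so the counting could have split their reads with relatives and their values are uncertain.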

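The Gene Ontology and Hallmark collections were not used here. In their place, 19 lists of genes were written from the terms shown in Fig. 1C, D and E and from STAT and pain signaling, and each was tested with limma's camera test, which compares the genes of a list with all other genes tested. The correlation between genes of a list was preset to 0.01. At 4-weeks, 6 of the 19 lists had an adjusted p-value under 0.05 in limma's camera test, 4 higher and 2 lower in OA. The list of 69 endosomal sorting genes was higher in OA, by 0.10 on the log2 scale (adjusted p-value 6.14e-05 in limma's camera test). Its mean log2 level was 9.62 ± 0.032 (SD, n = 5) in OA and 9.52 ± 0.10 (SD, n = 5) in sham (exact permutation p = 0.0159, 0.226 adjusted over the 19 lists). The 36 genes of secretory vesicle coats were higher by 0.086 (exact permutation p = 0.0397) and the 17 genes of antigen presentation by MHC class II by 0.14 (exact permutation p = 0.127). Sham replicate 3 was the lowest library for endosomal sorting, at 9.35, and for secretory coats, at 10.19. When each library was left out, these differences ranged from 0.054 to 0.11 and from 0.048 to 0.10, so their size depended on the libraries. The 78 ribosomal protein genes were lower in OA by camera, with a mean log2 level of 10.44 ± 0.039 (SD, n = 5) in OA and 10.52 ± 0.34 (SD, n = 5) in sham (exact permutation p = 0.976). This direction turned to higher when sham replicate 3 was left out. The choice that moved the count most was the correlation between genes. When it was estimated for each list, 0 of the 19 lists passed and the smallest adjusted p-value was 0.534 in limma's camera test. When the 10 libraries were split into groups of 5 in other ways, 70 of 100 splits gave at least as many lists, the real split included.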

Gene ontology analysis identified 46 gene sets enriched at 4 weeks (OA vs sham) (Sup. 3), including cellular metabolism, cellular stress, protein secretion, and macrophage function (Fig. 1C). 

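At 12-weeks, 12 of the 19 lists had an adjusted p-value under 0.05 in limma's camera test, 9 higher and 3 lower in OA. The 39 collagen genes had a mean log2 level of 8.67 ± 0.12 (SD, n = 4) in OA and 8.37 ± 0.16 (SD, n = 4) in sham, a difference of 0.29 (adjusted p-value 5.01e-05 in limma's camera test). Sham replicate 3, at 8.61, stood apart from the other sham libraries, which ranged from 8.27 to 8.31. The exact permutation test of this level gave p = 0.0571, or 0.326 adjusted over the 19 lists. The 42 genes of matrix metalloproteinases, ADAMTS proteases, cathepsins and their inhibitors were higher by 0.31 (adjusted p-value 0.00677 in limma's camera test, exact permutation p = 0.143). The 14 proteoglycan genes were higher by 0.16 (adjusted p-value 0.0284 in limma's camera test, exact permutation p = 0.686), in a range of -0.082 to 0.30 when each library was left out, so this direction depended on the libraries. Lists outside the extracellular matrix also passed. The 77 genes of the respiratory chain were higher by 0.10 (adjusted p-value 4.90e-06 in limma's camera test, exact permutation p = 0.286). The 28 genes of DNA replication were lower, with a difference of -0.27 (adjusted p-value 5.01e-05 in limma's camera test, exact permutation p = 0.343). Their level was 8.37 in sham replicate 2 and 7.44 to 7.79 in the other sham libraries. When each library was left out, this difference ranged from -0.38 to -0.069. The adjusted p-value then reached 0.191 in limma's camera test, so passing depended on the libraries. The 19 glycolysis genes were higher in each OA library than in every sham library, by 0.14 on average (exact permutation p = 0.0286, the smallest these libraries allow, 0.326 adjusted). With the correlation between genes estimated for each list, 0 lists passed and the smallest adjusted p-value was 0.585 in limma's camera test. Of the 35 splits of the 8 libraries into groups of 4, 3 gave at least as many lists, the real split included.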

At 12-weeks post-surgery (OA vs sham), enriched gene sets were primarily extracellular matrix remodeling (Fig. 1D, Sup. 4). At 4 weeks post-OA induction, synovial macrophage activation was associated with 16 enriched Hallmark pathways (Fig. 1E, Sup. 5). 

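Of the lists written after the Hallmark terms of Fig. 1E, the 26 genes of TGF beta signaling were higher in OA at 4-weeks, by 0.17 on the log2 scale (adjusted p-value 0.00204 in limma's camera test). Their mean log2 level was 10.11 ± 0.043 (SD, n = 5) in OA and 9.94 ± 0.17 (SD, n = 5) in sham, and 4 of the 5 OA libraries were above every sham library (exact permutation p = 0.0238, 0.226 adjusted over all lists). The other Hallmark lists were not past an adjusted p-value of 0.05 in limma's camera test at this time point, apart from the secretory coat genes. For oxidative phosphorylation the adjusted p-value was 0.123 in limma's camera test, with a difference of 0.049. For the unfolded protein response it was 0.0893 in limma's camera test, with a difference of 0.058. Glycolysis differed by -0.0095 (adjusted p-value 0.450 in limma's camera test), inflammatory response by 0.052 (0.692) and angiogenesis by -0.033 (0.789). The DNA replication genes of the E2F term differed by -0.030 (adjusted p-value 0.530 in limma's camera test) and the mitotic genes by 0.092 (0.534). The differences of glycolysis, inflammatory response, angiogenesis, DNA replication and mitotic genes changed sign in at least 1 of the fits that each left out a library.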

Of these, 14 pathways involved STAT, 14 involved mitogen activated protein kinase (MAPK), 11 involved phosphoinositide 3-kinase (PI3K), and 9 involved SMAD signaling (Fig. 1E, Sup. 5). STAT signaling-related pathways overlapped substantially with MAPK (64.7%), PI3K (66.7%), and SMAD (53.3%) signaling (Fig. 1F).

### Mechanical pain sensitivity

#### Pressure application measurement at the knee

Compared to baseline (pre-surgery) measures, the PAM threshold decreased (more pain sensitivity) at 4- (β coefficient [95% confidence interval]) (-70.57g [-102.37, -38.77]), increased at 8- (36.42g [4.62, 68.22]), and returned to baseline at 12-weeks (0.37g [-31.43, 32.17]) after OA induction surgery and control liposome (Veh-lip) injections (Fig. 2A, Sup. 6A).

**Fig. 2:**
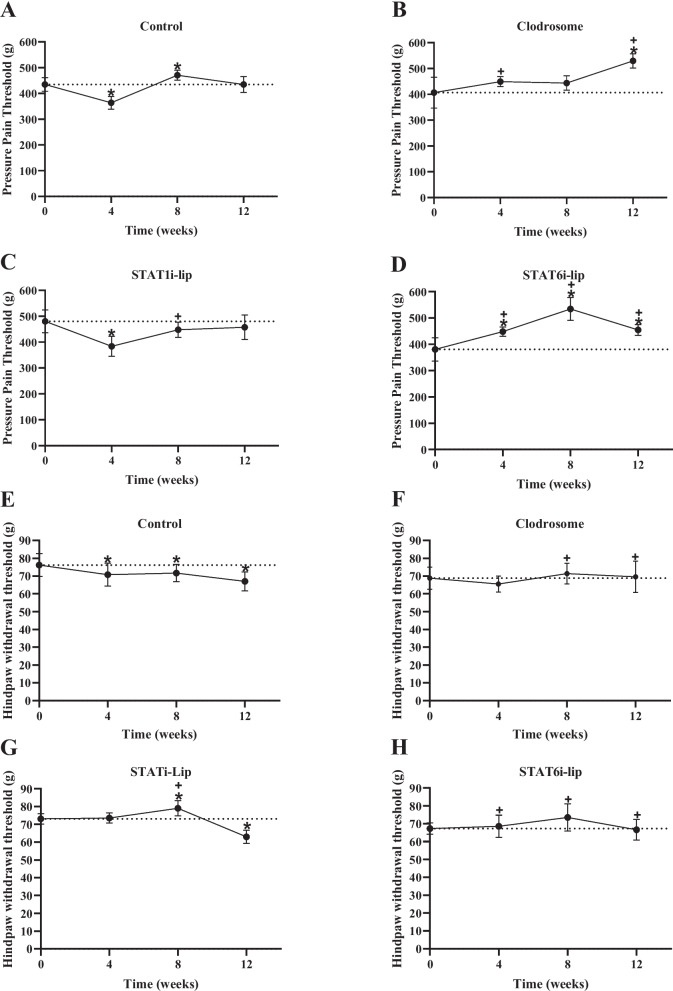
Knee pressure pain and hindpaw withdrawal thresholds. Pressure pain threshold as measured by pressure application measurement of Veh-lip (control) (**A**), Clod-lip (**B**), STAT1i-lip (**C**), and STAT6i-lip (**D**) treatment at pre-surgical baseline (0), and 4-, 8- and 12-weeks post OA induction. Hindpaw withdrawal threshold as measured by electronic von Frey of Veh-lip (control) (**E**), Clod-lip (**F**), STAT1i-lip (**G**), and STAT6i-lip (**H**) treatment at pre-surgical baseline (0), and 4-, 8- and 12-weeks post OA induction. The y-axis represents force (grams, g) applied to the hindpaw before withdrawal and the x-axis time in weeks. Mean with 95% confidence intervals are displayed. Significant differences versus baseline (*) and versus control (Veh-lip) (+) are shown (P <0.05)

Macrophage depletion using clodronate-laden liposomes (Clod-lip) prevented a decrease in the PAM threshold at 4- (42.18g [-3.27, 87.63]), and increased (improved) the threshold at 12-weeks (123.32g [77.87, 168.77]) compared to baseline (Fig. 2B, Sup. 6B). Compared to Veh-lip controls, Clod-lip increased the PAM threshold at 4- (112.75g [50.60, 174.90]) and 12-weeks (122.95g [60.80, 185.10]) (Fig. 2B, Sup. 7).

STAT1-inhibitor liposomes (STAT1i-lip) did not prevent a decrease in the PAM threshold at 4- (-96.64g [-146.19, -47.09]), and prevented an increase in the threshold at 8-weeks (-32.44g [-81.99, 17.11]) compared to baseline (Fig. 2C, Sup. 6C). Compared to Veh-lip controls, STAT1i-lip decreased the PAM threshold at 8-weeks (-68.86g [-131.01, -6.71]) (Fig. 2C, Sup. 7).

STAT6-inhibitor liposomes (STAT6i-lip) increased the PAM threshold at 4- (67.86g [6.38, 109.34]), 8- (153.85g [112.37, 195.33]), and 12-weeks (73.97g [32.49, 115.45]) compared to baseline (Fig. 2D, Sup 6D). Compared to Veh-lip controls, STAT6i-lip increased the withdrawal threshold at 4- (138.43g [76.28, 200.58]), 8- (117.43g [55.28, 179.58]), and 12-weeks (73.60g [11.45, 135.75]) (Fig. 2D, Sup. 7).

#### Hindpaw withdrawal threshold

Compared to baseline measures, the hindpaw withdrawal threshold decreased at 4- (-9.18g [-17.18, -1.18]), 8- (-8.23g [-16.23, -0.022]), and 12-weeks (-12.93g [-20.93, -4.93]) after OA induction surgery and Veh-lip injections (Fig. 2E, Sup. 8A).

Clod-lip injections prevented reductions in hindpaw withdrawal threshold at all time points compared to baseline. Compared to Veh-lip controls, Clod-lip injections increased the withdrawal threshold at 8- (10.83g [0.8, 20.85]), and 12-weeks (13.75g [3.73, 23.79]) (Fig. 2F, Sup. 9).

STAT1i-lip prevented a decrease in hindpaw withdrawal threshold at 4-, increased the threshold at 8- (5.89g [1.71, 10.07]), but did not prevent a decrease in the withdrawal threshold at 12-weeks (-10.16g [-14.34, -5.98]) compared to baseline (Fig. 2G, Sup. 8C). Compared to Veh-lip controls, STAT1i-lip increased withdrawal threshold only at 8-weeks (14.12g [4.09, 24.14]).

STAT6i-lip injections prevented decreases in withdrawal threshold at all time points compared to baseline. Compared to Veh-lip controls, STAT6i-lip increased withdrawal thresholds at 4- (10.45g [0.42, 20.47]), 8- (14.43g [4.40, 24.46]), and 12-weeks (12.26g [2.23, 22.28]) (Fig. 2H, Sup.9).

## Histopathology

### Synovial histopathology

Compared to Veh-lip controls, macrophage depletion (Clod-lip) decreased synovial lining thickness, sub-intimal infiltration, and fibrin deposition at 4-weeks (Fig. 3B), but increased synovial vascularization, perivascular edema, and fibrosis at 12-weeks post-OA induction (Fig. 3C). No changes in synovial histopathology measures were observed with STAT1 inhibition at either time point. STAT6 inhibition (STAT6i-lip) decreased synovial lining thickness at 4-weeks post-OA induction.

**Fig. 3:**
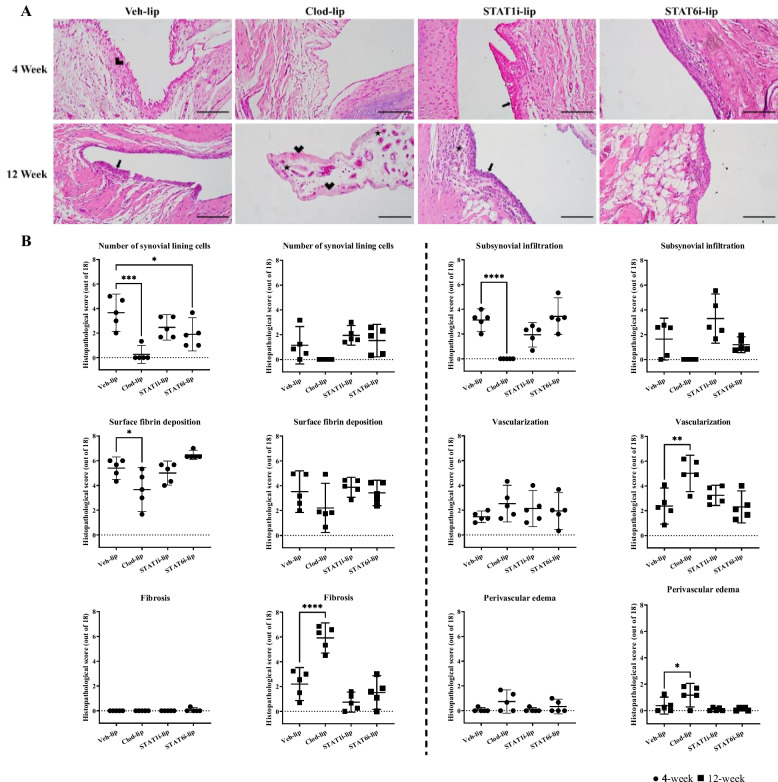
Synovial histopathology and synovitis grading during experimental OA development. Representative images of H&E-stained synovium at 4- and 12-weeks post surgery (**A**). The scale bar represents 100μm, the thick arrow; synovial hyperplasia, thin arrow; sub synovial infiltrate, star; angiogenesis, and arrowhead; synovial fibrosis. Individual measures of synovial histopathology at 4-weeks (●) and 12-weeks (◼) post surgery with comparisons to Veh-lip. The y-axis shows the total histopathological score (out of 18) and the x-axis the treatment group. Mean with 95% confidence intervals are displayed, **** p<0.0001, *** p<0.001, ** p<0.01, * p<0.05

### Cartilage histopathology

Proteoglycan loss, fissuring, and partial thickness cartilage erosion was focused in the central regions of articular surfaces at levels consistent with previous literature, with progression in severity from 4- to 12-week time points (Fig. 4A) [16]. There were no changes in cartilage degeneration scores with any treatment, although a trend toward a decrease in total articular degeneration score was observed at 12-weeks post-OA induction in the STAT1i-lip treatment group in particular (Fig. 4B).

**Fig. 4:**
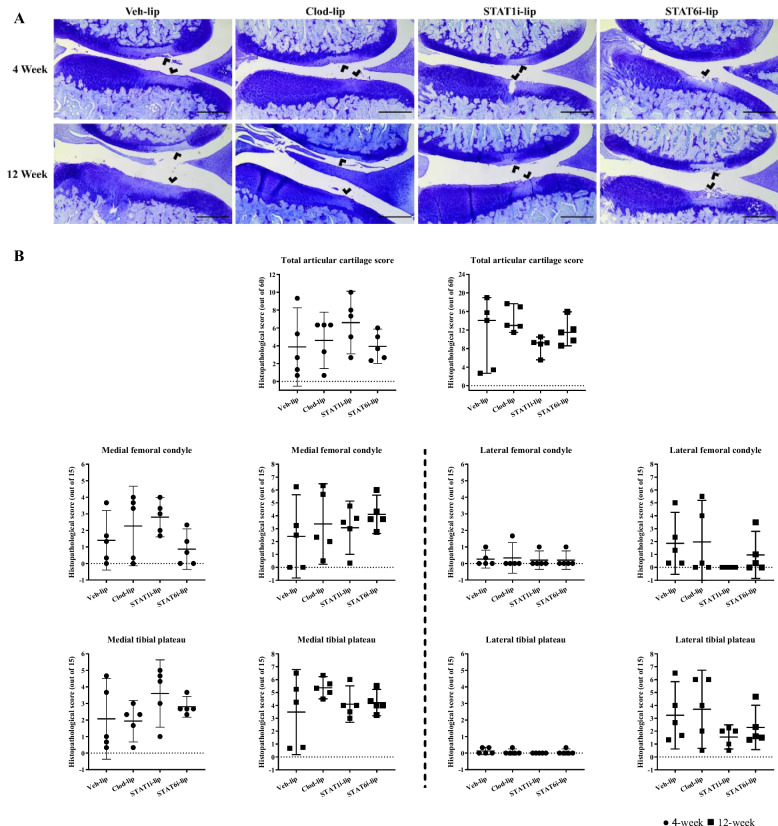
Cartilage histopathology and degeneration grading during experimental OA development. Representative images of toluidine blue stained cartilage at 4- and 12-weeks post surgery (**A**). The scale bar represents 500μm, and the arrowhead areas of cartilage degeneration. Measures of cartilage degeneration in the medial and lateral tibial plateau and femoral condyles at 4-weeks (●) and 12-weeks (◼) post surgery. The y-axis shows the total histopathological score (out of 60) or individual histopathological score (out of 15) and the x-axis the treatment group. Mean with 95% confidence intervals are displayed

### Immunofluorescence detection of CD68+ macrophages in synovial tissue

Intimal macrophage density remained constant whereas subintimal macrophage density increased at 12-weeks in the Veh-lip condition (Fig 5D, E). As expected, clod-lip treatment ablated intimal macrophages 4-weeks post-surgery vs Veh-lip (cells/mm^2^) (1.7 and 10.5 respectively; p=0.03) (Fig 5B). STAT1i-lip treatment caused no detectable effect on macrophage density in the intima. STAT6i-lip increased macrophages in the intima compared to Veh-lip (19.9 and 10.5 respectively; p=0.03) 4-weeks after OA induction (Fig 5B). STAT6i-lip also increased subintimal macrophage density 4-weeks after OA induction vs Veh-lip (3.4 and 0.3 respectively, p=0.002) (Fig 5D). No other treatment caused a detectable effect on subintimal macrophage density.

**Fig. 5:**
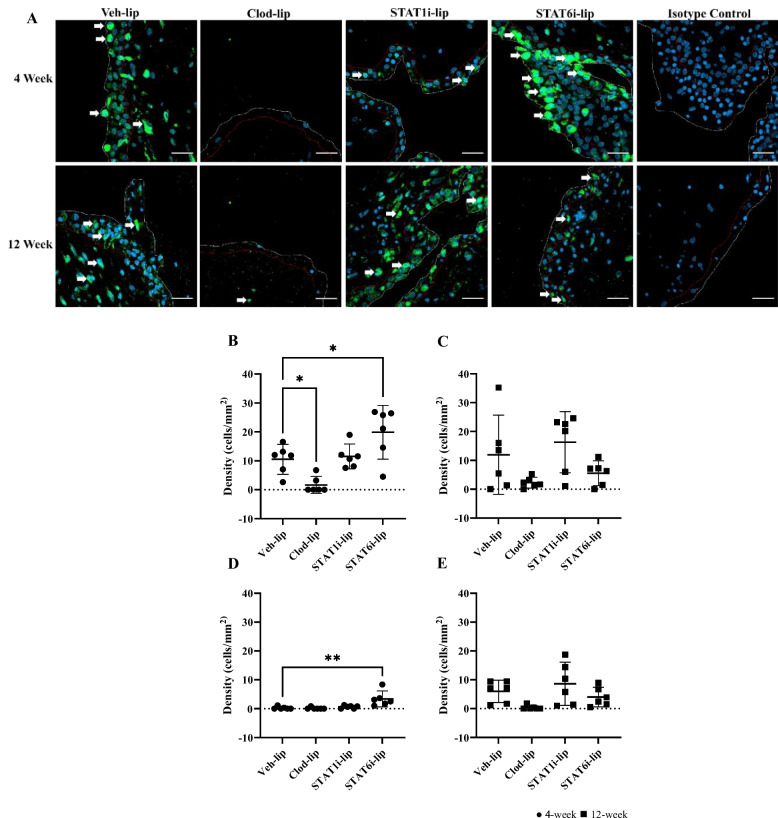
Macrophage quantification in the synovial intima and sub-intima. Representative confocal images of anti-CD68 stained (green) macrophages at 4- and 12-weeks post surgery (**A**). The scale bar represents 25μm. The white line separates the edge of the synovium and joint space and red line the interface between intima and subintima. White arrows highlight CD68 positive cells. Cell density in the intima 4- (●) (**B**) and 12-weeks (◼) (**C**) and subintima 4- (●) (**D**) and 12-weeks (◼) (**E**) post surgery with comparisons to Veh-lip. Mean with 95% confidence intervals are displayed, ** p<0.01, * p<0.05

### Sulfated glycosaminoglycan production and gene expression in articular chondrocytes co-cultured with synovial tissue

Sulphated glycosaminoglycan (sGAG) production by healthy articular chondrocytes increased in co-culture with STAT1i-lip-treated synovial tissue (compared to Veh-lip) at the 4-week time point (μg/mL) (6.43 and 4.72, respectively; p=0.03) (Fig. 6A). A trend toward increased sGAG secretion was observed in co-culture with STAT6i-lip-treated synovium from the same time point (Fig. 6A). No differences in sGAG secretion were seen when chondrocytes were co-cultured with synovial tissues from the 12-week time point.

**Fig. 6:**
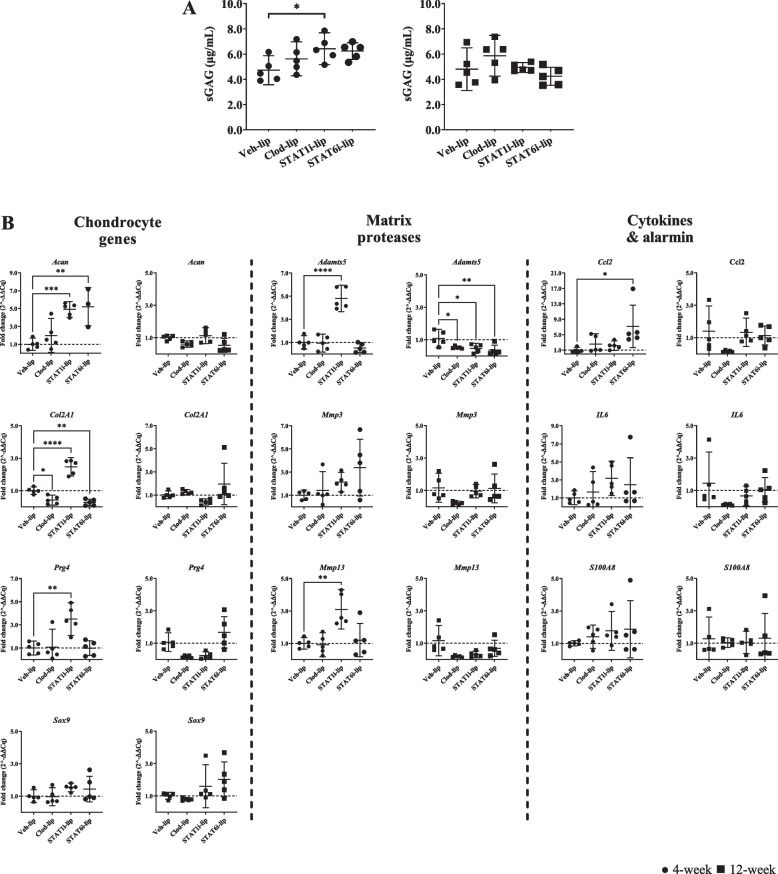
Effects of macrophage-targeted treatment on co-cultured articular chondrocyte sGAG secretion and gene expression. sGAG production by chondrocytes after co-culture with synovial tissue explants from experimental OA knees treated with liposomal treatments for 4- (●) and 12-weeks (◼) (**A**). The Y-axis represents concentration (μg/mL) of sGAGs in media collected after 24 hours of co-culture, * p=0.03. Gene expression of naïve chondrocytes co-cultured with synovial explants from 4- (●) and 12-week (◼) animals (**B**). The y-axis represents fold change (2^-ΔΔCq) and the x-axis treatment group. Mean with 95% confidence intervals are displayed, **** p<0.0001, *** p<0.001, ** p<0.01, * p<0.05

Most chondrocyte gene expression changes occurred in response to synovial tissues collected from the 4-week time point. Compared to Veh-lip controls, Clod-lip synovium decreased *Col2a1* expression (fold change) (0.4; p=0.02) in chondrocytes (Fig. 6C). STAT1i-lip synovium increased *Acan* (4.9; p=0.0006), *Col2a1* (2.5; p<0.0001), *Prg4* (3.5; p=0.002), *Adamts5* (4.8; p<0.0001), and *Mmp13* (3.1; p=0.002) expression (Fig. 6C). STAT6i-lip synovium increased A*can* (5.2; p=0.001) and *Ccl2* (7.2; p=0.01), and decreased *Col2a1* (0.3; p=0.003) expression (Fig. 6C). Using synovial tissue from the 12-week time point, Clod-lip, STAT1i-lip, and STAT6i-lip treatment decreased *Adamts5* expression (0.5, 0.4, and 0.5 respectively; p<0.03) in chondrocytes compared to Veh-lip controls (Fig. 6D).

## Discussion

Chronic knee pain is the most commonly reported symptom by patients suffering from OA, but existing treatments are limited by adverse effects [31–33]. Depletion of macrophages can resolve experimental OA related pain [34, 35], but this comes at the cost of increased inflammation and joint tissue damage [12, 13]. This suggested to us that tuning macrophage activation may be more therapeutically effective than ablating macrophages completely. Using transcriptomics, we identified STAT signaling as a dominant intracellular mechanism associated with macrophage activation pathways in early-stage experimental knee OA. Strikingly, STAT6 inhibition (STAT6i) in synovial macrophages raised (improved) the threshold for mechanical sensitivity above baseline and control levels at the affected knee and distal hindpaw at all time points. This robust protection against mechanical pain sensitivity was achieved without worsening synovial or cartilage histopathology outcomes, and reduced synovial lining hyperplasia. In contrast, STAT1 inhibition (STAT1i) transiently lowered (worsened) knee withdrawal thresholds and increased hindpaw withdrawal thresholds, with no clear impact on synovial or cartilage histopathology aside from a trend toward improved cartilage damage at the 12-week endpoint. Lastly, we found that repeated intra-articular injection of clodronate liposomes to persistently deplete synovial macrophages prevented the development of mechanical pain sensitivity up to 12 weeks after OA induction. As expected, these benefits came at the cost of increased joint tissue damage including increased synovial fibrosis, vascularization, and perivascular edema. These results suggest that activated synovial macrophages mediate mechanical pain sensitivity in knee OA and that STAT6 may be a particularly important mechanism.

Macrophages are one of the most important synovial cell types in OA. Although studies have identified altered macrophage-related gene expression from whole synovial tissue [36], our study is among the first to explore differential gene expression selectively within the synovial macrophage compartment during experimental knee OA development. In line with longitudinal gene expression studies in mouse models [37], synovial macrophage gene expression followed a phasic pattern. 

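The difference between time points was tested as an interaction, the effect of OA at 12 weeks less the effect at 4 weeks, in all 18 libraries. Here limma was applied to log2 CPM, the recovered reads scaled to library size, with a prior count of 2, scaled by TMM over both tables. Of 14420 genes tested, 0 had an adjusted p-value under 0.05, and the smallest was 0.962 in limma. Without adjustment, 432 genes had a p-value under 0.05 in limma, where 0.05 of the genes tested is 721. When OA and sham were relabelled within each time point, the median was 479.5 genes. Of 100 labellings, 59 gave at least 432, the real one included, so this count is one that chance commonly gives. The count was also 0 in edgeR, with 473 genes at an unadjusted p-value under 0.05, and in DESeq2, a fit chosen after the data were seen, with 527 such genes and a smallest adjusted p-value of 0.0522. Across the genes tested at both time points, the log2 fold changes of 4 and 12 weeks had a Pearson correlation of 0.215 and a Spearman correlation of 0.288, which are across genes and not across independent replicates. They were 0.160 and 0.297 in edgeR. With the log2 fold changes of DESeq2 they were -0.159 and -0.0885 over 27912 genes, low genes included, and 0.158 and 0.302 over the 14420 genes with a mean of at least 10 in both tables. The calls of DESeq2 on the recovered reads shared 5 genes between time points (C1qtnf3, Fap, Htra3 and Nrcam among them, of which Fap was chosen after its values were seen), all with the same direction. By chance 0.0938 shared genes would occur (Fisher's exact test across genes, p = 3.47e-08). Of the 97 DESeq2 calls at 12 weeks tested in both tables, 82 had the same direction at 4 weeks and 47 had an unadjusted p-value under 0.05 there.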

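Of the 9 genes named for 4 weeks in the results (Fbp1, Acod1, C1qtnf3, Slc1a3, Rnase2, Ocstamp, Sctr, Cdh26 and Rspo2), 5 were also tested at 12 weeks. Of these, 2 had an unadjusted p-value under 0.05 in limma there, C1qtnf3 and Rspo2, both higher in OA at both time points. Slc1a3 was higher by 0.31, in a range of -0.055 to 0.56 when each library was left out. The 12-week log2 fold change of Sctr was -0.026 in limma, 0.17 in edgeR and 0.18 in DESeq2. Rnase2 was higher at 12 weeks and lower at 4 weeks, with a 12-week range of -0.20 to 1.31 when each library was left out. Of the 9 named for 12 weeks (Mmp16, Fbn2, Adamts16, Mmp13, Vit, Cemip, Myh7, Tnni1 and Ptprv), 8 were also tested at 4 weeks. Of these 8, 7 were already higher in OA at 4 weeks, 5 of them with an unadjusted p-value under 0.05 in limma. The level of the fibroblast marker genes was also higher in OA at 4 weeks, by 0.35 (exact permutation p = 0.0714, 0.278 adjusted over 14 lists). It ranged from 0.27 to 0.48 when each library was left out. The shared direction therefore need not reflect a change inside macrophages. The direction of Mmp13 at 4 weeks depended on the libraries, with a range of -0.74 to 0.96 when each was left out. Tnni1, which was under the mean of 10 at 4 weeks, had a log2 fold change of -1.11 there in DESeq2 (unadjusted p-value 0.0458, 0.424 adjusted). Of the 19 further genes labelled in Fig. 1B, 16 had the same direction at 4 weeks, 7 with an unadjusted p-value under 0.05 in limma. The difference between time points had an unadjusted p-value under 0.05 in limma for 7 of these 19, genes selected for their difference at 12 weeks. Of the 16 further genes of Fig. 1A, 15 had the same direction at 12 weeks, 13 with an unadjusted p-value under 0.05 in limma, and 1 had such a p-value for the difference between time points. The effect of OA on Adamts16 was larger at 12 than at 4 weeks by 0.84 on the log2 scale (SE 0.35, unadjusted p-value 0.0278 in limma). For Rnase2 and Sctr the effect changed by 2.88 (SE 1.08) and 1.52 (SE 0.62), with unadjusted p-values of 0.0158 and 0.0247 in limma. After adjustment over all genes, the difference between time points had an adjusted p-value of at least 0.962 in limma for each named gene tested. Fbp1, Acod1, Ocstamp and Cdh26, under the mean of 10 at 12 weeks, and Tnni1 were not tested for it. Their DESeq2 log2 fold changes at 4 and 12 weeks were -2.74 and 0.25 for Fbp1 and -2.65 and 0.080 for Acod1. They were -1.745 and 0.41 for Ocstamp, -1.63 and -1.375 for Cdh26, and -1.11 and 1.09 for Tnni1. For these genes a difference between time points stays open. The collagen list differed between time points by 0.34 on the log2 scale and the matrix protease list by 0.32, with exact permutation p-values of 0.0944 and 0.0938 (0.855 adjusted).

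**Figure D3:**
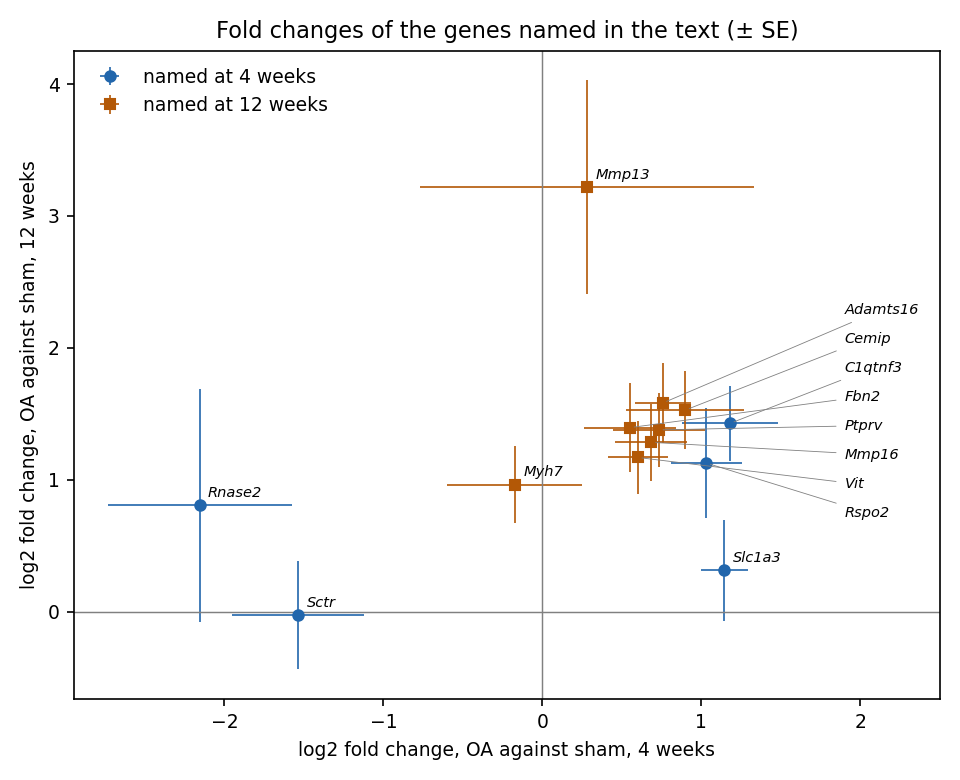
Log2 fold change of OA against sham at 4 weeks (x axis) and 12 weeks (y axis) for the genes named in the results and tested at both time points, with standard errors from limma. Most genes named at 12 weeks lie right of 0 on the x axis, and Rnase2 and Sctr lie left of it.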

Early-stage OA macrophage gene expression reflected changes in cellular metabolism, activation, motility, inflammation, and Wnt signaling, which transitioned to extracellular matrix remodeling after 12 weeks of OA development. Similar to transcriptomic analyses in an equine model of OA [38], our gene set enrichment analyses suggested a major role for STAT signaling in mediating cell stress, metabolism, and angiogenesis, with major overlaps across MAPK, PI3K, and SMAD signaling.

A role for STAT signaling in OA cartilage has been described. *Latourte et al.* demonstrated structural protection against joint destabilization-induced experimental knee OA in the mouse using prophylactic systemic inhibition of STAT3 [39]. However, the effects of STAT inhibition on OA-related pain are not well-understood, and macrophage activation mechanisms are context-dependent [40]. Given the complementary roles of STAT1 and STAT6 signaling in regulating macrophage activation, we chose highly selective inhibitors of STAT1 (fludarabine) and STAT6 (AS1517499) for targeted delivery to synovial macrophages via phagocytosis of drug-loaded liposomes.

The potential for dual roles played by macrophages in mediating OA outcomes has long been suspected, partly based on the well-described model of pro- (M1) and anti-inflammatory (M2) polarization. However, our data underscore the hazards of relying on the M1/M2 paradigm, and assuming that all inflammation is bad. For example, interleukin-4 (IL-4) is an anti-inflammatory cytokine and generally regarded as analgesic [41]. IL-4 knock-out mice display increased hindpaw mechanical hypersensitivity and STAT6 is a mediator of IL-4 receptor signaling [40, 42]. Surprisingly, we found that STAT6i robustly protected against the development of both distal and local pain, suggesting that STAT6 likely has alternative functions in OA synovial macrophages. Interestingly, Haraden *et al.* reported that OA disease severity was correlated to synovial fluid levels of the M2-marker CD163 [43], which aligns with our results and suggests that alternatively-activated macrophages may contribute to nociception. Additionally, atopic diseases characterised by STAT6 activation are associated with increased risk of OA [44]. Based on the literature, we predicted that STAT1 would drive pro-inflammatory macrophages and nociception in OA. However, we only observed a brief benefit on distal pain, and worsening of local knee pain sensitivity with STAT1i. Thus, STAT1 signaling may only play a small role in mediating OA-related nociception.

Analgesic treatments are frequently associated with off-target effects. For example, NGF inhibition caused a rare but clinically-important increased risk of rapidly progressive OA [1]. To ensure that macrophage-targeted treatments did not worsen joint tissue outcomes, we explored joint histopathology and crosstalk between treated synovial tissue and healthy primary articular chondrocytes in an *ex-vivo* joint co-culture system [16]. Importantly, no treatment led to any increase in articular cartilage damage. There were trends toward reduced cartilage damage with STAT1i and STAT6i, but we lacked statistical power to detect a small protective effect. We therefore cannot exclude the potential for a protective effect on joint damage, as Sun *et al.* reported marked reduction in cartilage degeneration after depleting macrophages in obese mice prior to, and 1 week after, OA induction [45].

We previously reported that synovial tissue from early-stage experimental knee OA co-cultured with healthy articular chondrocytes stimulates a transient anabolic response [16]. In this study, we found that macrophage-depleted synovium from early-stage OA decreased *Col2a1* expression by healthy articular chondrocytes, suggesting that synovial macrophages control chondrocyte extracellular matrix gene expression through crosstalk mechanisms. Supporting this, synovial tissues treated with liposomal STAT1i caused increased sGAG secretion and expression of matrix (*Acan*, *Col2a1*, and *Prg4*) and protease genes (*Adamts5* and *Mmp13*), whereas STAT6i led to increased *Acan* and *Ccl2,* and decreased *Col2a1* gene expression. Overall, our *in vitro* crosstalk experiments suggest that STAT1-mediated macrophage activation inhibits anabolic responses in chondrocytes, whereas STAT6-mediated macrophage activation may be more important for nociception with fewer effects on chondrocyte anabolism. Given these somewhat complementary findings, it may have been interesting to include a combined STAT1i-STAT6i treatment.

Synovial tissue function is key to maintaining joint homeostasis and we found that synovial macrophage depletion caused worse synovial vascularization, fibrosis, and perivascular edema, which was not seen with STAT1i or STAT6i. Similarly, other studies have found that transient and/or prophylactic depletion of macrophages resulted in worse synovitis, joint damage, and infiltration of T lymphocytes [12, 13]. In those studies, depletion was performed at a single timepoint, whereas we used repeat dosing every 2 weeks to sustain macrophage depletion/suppression. Together with our findings, a clearer picture is emerging that macrophages are essential for maintaining joint homeostasis, while simultaneously playing pathological roles in nociception and engaging in crosstalk with other tissues.

Our study has limitations. Our surgically induced joint destabilization model of OA does not address other OA risk factors such as age, obesity, or female sex, and the effects of STAT inhibition should be confirmed in those settings. Although our study focused on two commonly used methods to assess mechanical pain sensitivity at the knee and hindpaw, other pain-related behavioural tests may have revealed different outcomes. We cannot rule out a role played by other phagocytes such as dendritic cells, mast cells, or neutrophils (rarely seen in OA), which may also have been targeted by liposomes. However, synovial macrophages are the dominant immune cells in healthy joints and are heavily recruited to the synovium of OA joints. Further studies will be required to determine whether different roles are played by tissue resident versus recruited (bone marrow-derived) synovial macrophages.

## Conclusions

Our findings demonstrate that synovial macrophages play a major role in mediating mechanical pain sensitivity in experimental knee OA. Although depleting macrophages improved pain sensitivity, this came at the cost of increased joint tissue damage. Macrophages therefore likely play dual roles in pain and joint organ homeostasis, suggesting that inhibiting macrophage activation may be a better treatment strategy than depletion. Selective targeting of macrophages with STAT inhibitors is a novel candidate strategy for pain modification in OA, and STAT6i confers substantial protection against mechanical pain sensitivity without aggravating synovial histopathology. Further studies are warranted to assess the effects of this treatment approach in other OA contexts.

### Supplementary Information

**Supplementary material 1.**

**Supplementary material 2.**

## Data Availability

RNA sequencing data files were deposited in the Gene Expression Omnibus (GEO) at the NCBI (GSE216932). All other datasets used for the present study are available from the corresponding author upon reasonable request

## Abbreviations

OA: Osteoarthritis
NGF: Nerve growth factor
STAT: Signal transducer and activator of transcription
Veh-lip: Phosphate buffered saline (vehicle) containing liposome
Clod-lip: Chlodronate containing liposome
STAT1i: STAT1 inhibition
STAT1i-lip: STAT1 inhibitor containing liposome
STAT6i: STAT6 inhibition
STAT6i-lip: STAT6 inhibitor containing liposome
PAM: Pressure application Measurement
eVF: Electronic von Frey
H&E: Haematoxylin and eosin
sGAG: Sulfated glycosaminoglycan
MAPK: Mitogen activated protein kinase
PI3K: Phosphoinositide 3-kinase
M1: Proinflammatory macrophage
M2: Anti-inflammatory macrophage
IL-4: Interleukin-4

# Supplementary material for: Targeting STAT6-mediated synovial macrophage activation improves pain in experimental knee osteoarthritis
**Source:** Arthritis Res Ther. 2024 Mar 20;26:73. doi: 10.1186/s13075-024-03309-6
**Supplement:** Supplementary file 1 — Supplementary material 1.

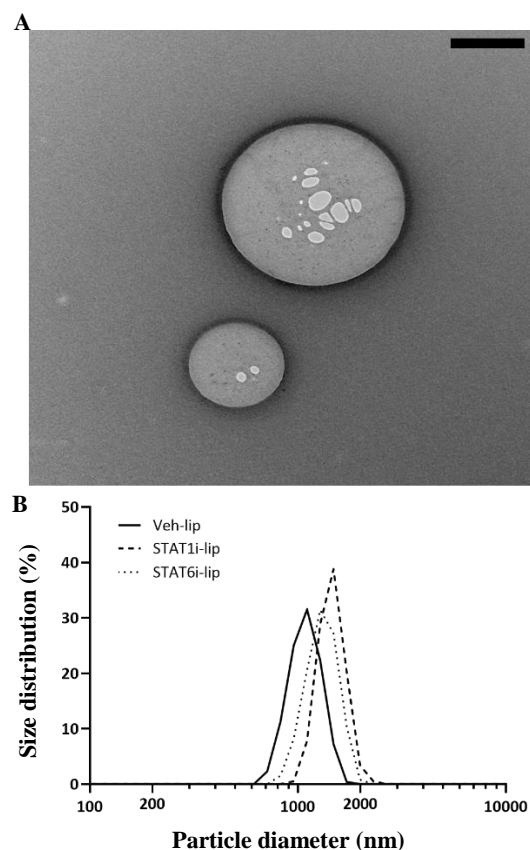

**Supplemental Fig 1. Liposome shape and size distribution.** Representative photomicrograph of prepared drug containing liposome (**A**). Scale bar represents 0.5  $\mu\text{m}$ . Representative dynamic light scattering results are displayed (**B**) with the y-axis showing volume distribution (% of total population) and x-axis the particle diameter.

How the deposited data were processed for this re-analysis (not part of the article)

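RNA was sequenced from CD11b-sorted cells of the rat knee synovium, 4 and 12 weeks after OA or sham surgery, in 18 libraries. Samples were grouped by surgery and time point from the sample labels, which give 5 OA and 5 sham libraries at 4 weeks and 4 OA and 4 sham libraries at 12 weeks. The replicate numbers used for pairing also come from the labels, and same-numbered libraries are pools of different rats.

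The authors checked reads with fastp, aligned them to the Rnor_6.0 genome with STAR, removed duplicates with Sambamba, counted reads per gene with featureCounts and divided them by DESeq2 size factors estimated within each time point. The strand setting of the counting is not named in the paper's text. The authors deposited these DESeq2-normalized reads, a signal that is never negative, for 30643 genes per time point. The deposited tables also hold the authors' log2 fold changes with standard errors and their p-values and adjusted p-values from DESeq2. The deposited tables also give the authors' Wald statistic, a score that was not used here. The deposited tables hold no raw count, but 100% of the normalized values of every library were whole multiples of a single read, so the count of reads per gene could be recovered. Recovered reads ranged from 4662344 to 18080503 per library. Genes are named as in the deposited tables. Of 28056 distinct symbols, 18742 were found as a symbol or synonym in the RefSeq annotation of GRCr8, and 356 genes have no symbol. That assembly differs from the one used by the authors, so no coordinates are given. In each table 2363 genes share a symbol with another gene.

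OA was compared with sham within each time point in limma 3.58.1 (R 4.3.3), with a moderated test and a mean-variance trend, on log2 of the normalized reads plus 1. Genes with a mean of at least 10 entered, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called at a log2 fold change of at least 0.5 in either direction and an adjusted p-value under 0.05. DESeq2 1.42.0 and edgeR 4.0.16 were run on the recovered reads as alternatives. The difference between time points was an interaction contrast in limma on log2 CPM of the recovered reads with a prior count of 2 and TMM scaling. Gene lists were tested with camera in limma, with a preset correlation of 0.01, and by an exact permutation test (two-sided) of the mean log2 level per library. Lists of marker genes of 14 cell types were scored in the same way, with a minimum of 3 genes per list. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used, and sva 3.50.0 gave the surrogate variable.

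The samples, tests, gene lists and most alternatives were set before the data were examined. The alternatives were a pseudocount of 0.5 or 5, every gene with a read or a mean of at least 50, TMM scaling, edgeR, DESeq2, a replicate block, sample quality weights, 1 surrogate variable, no fold-change minimum, an estimated correlation between genes of a list, and leaving out each library in turn. The edgeR fits with a replicate block, the edgeR and DESeq2 fits without sham replicate 3 of 4 weeks, DESeq2 with no fold-change minimum, and fits of the difference between time points in DESeq2, with sample quality weights and with 1 surrogate variable were added after the data were seen, as was 1 surrogate variable for the named genes. The genes named are those the paper names for the RNA sequencing or labels in Fig. 1A and B, the STAT genes, Itgam, and up to 3 called genes with the largest rise and 3 with the largest fall per time point, of which limma gave none. The labels AABR07007068.1, Islr and Sgcd were read from the figure after the values were seen, Islr from a blurred label. The label read as Ferl2 was taken as Fcrl2, the name in the deposited tables, also after the values were seen. Stat4 was not analysed here. A few results within these rules are not reported here.

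The tests were tested on simulated data in which 200 genes were changed, each by 1 on the log2 scale, up or down. Genes were drawn independently of each other and no library was made to stand apart. The shares recovered therefore do not give the power for smaller changes or for the real libraries. At 4 weeks limma recovered 76% of them with 6 false calls, edgeR 75.5% with 6, and DESeq2 78.5% with 25. At 12 weeks limma recovered 81.5% with 11 false calls, edgeR 82% with 10, and DESeq2 84.5% with 21. In simulated data with no changed gene, limma and edgeR made 0 false calls, while DESeq2 made 7 at 4 weeks and 1 at 12 weeks. Camera gave p-values of 1.76e-24 and 8.95e-26 for a shifted list and passed 0 of 20 random lists at each time point. The simulated genes were independent, so this check could not show false passes that come from correlation between the genes of a list. Splits of the real libraries, the real split included, passed a median of 7 lists at 4 weeks and 8 at 12 weeks. Replicate libraries were checked for repeated deposits. The chi-square per degree of freedom between libraries of a group ranged from 5.39 to 35.0 over 32 pairs, so each was counted as a separate sample. The Gene Ontology and Hallmark collections and the supplementary tables of the paper were not used here. The pain, histology, immunofluorescence and co-culture experiments were not analysed here.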

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

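Within each group, libraries far from the others were sought in 276 sets of values, and 12 were found, where chance gives about 13.8. Their number is therefore what chance would give. The test for RNA of another tissue in sham replicate 3 was chosen only after the result was seen.

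Sham replicate 3 at 4 weeks stood apart in several measures. Its median value was 20.9 normalized reads, against 6.44 to 8.72 in the other sham libraries, and its median correlation with the other libraries was 0.947, against 0.985 to 0.987. Its mean log2 level of ribosomal protein genes was 11.13 (10.33 to 10.41 in the others) and that of secretory coat genes 10.19 (10.34 to 10.39). It had the fewest reads, 4662344, and the most genes detected, 25919, and its sample quality weight was 0.109. Background such as genomic DNA may explain these values. Reads on olfactory, vomeronasal, taste and trace amine receptor genes, which were used as a measure of background, came to 664 RPM (reads scaled to library size) in this library and 84.1 to 198 in the other 9, a ratio of 6.11 to their median. RNA of another tissue was also tested. Of 12 marker lists of other cells, 5 were highest in this library, by 0.96 on the log2 scale over the next library for adipocyte genes, 0.81 for erythroid, 0.72 for skeletal muscle, 0.46 for mast cell and 0.32 for T and NK cell genes. None passed the limit of 1 set for this test, but the largest came close to it. This library also had the lowest level of Itgam, which encodes CD11b, at 2270 normalized reads, against 3745 to 6917 in the other 4-week libraries. Its macrophage marker level was the lowest too, at 12.02, against 12.07 to 12.45. Whether these low levels come from the sorting was not tested. Background reads remain as an explanation of the high median, and RNA of another tissue is not excluded. Whether background reads also raise the ribosomal protein level was not tested, and no biological explanation was tested.

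Other libraries stood apart in single measures. At 12 weeks, sham replicate 3 had a collagen level of 8.61 (8.27 to 8.31 in the other sham libraries) and an endothelial marker level of 12.78 (12.32 to 12.38). Sham replicate 2 at 12 weeks had an erythroid marker level of 8.64 (7.72 to 7.75) and a secretory coat level of 10.60 (10.53 to 10.54). At 4 weeks, sham replicate 1 had a glycolysis level of 10.12 (9.71 to 9.81). Single genes stood apart in OA libraries, with 725 normalized reads of Col4a4 in replicate 3 at 4 weeks (570.5 to 602 in the others), 95.1 of Myh7 in replicate 1 at 12 weeks (234 to 266), and 73.5 of Sgcd in replicate 2 at 12 weeks (89.0 to 92.2). No explanation was tested for these values, technical or biological.

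Some marker lists of cell types, which the paper does not describe for its RNA sequencing, were higher in every OA library than in every sham library. The lining macrophage list, which includes Vsig4, was higher by 0.32 on the log2 scale at 4 weeks (5 of 5 OA libraries, exact permutation p = 0.00794, 0.111 adjusted over 14 lists) and by 0.40 at 12 weeks (4 of 4, exact permutation p = 0.0286, 0.133 adjusted). At 12 weeks the skeletal muscle list was higher by 0.39 and the chondrocyte and osteoblast list by 0.89, each in 4 of 4 OA libraries (exact permutation p = 0.0286, 0.133 adjusted). None passed the adjustment. These are the smallest p-values that 5 libraries against 5 and 4 against 4 allow, so over 14 lists none can pass unless several reach that value together, and the result of the adjustment is largely set by the design. The chondrocyte and osteoblast list includes Mmp13, and the muscle list includes Myh7 and Tnni1, so these lists share genes with those named in the paper.

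Marker genes of other cells were read at high levels in the sorted cells. At 12 weeks the mean log2 level of the endothelial list was 12.27 in OA and 12.46 in sham. That of the macrophage list was 12.68 in OA and 12.54 in sham. Such levels do not measure shares of cells. RNA of other cells carried through the sorting may contribute to the genes higher in OA at 12 weeks. As a test, the genes that DESeq2 called higher at 12 weeks were followed in the 4-week libraries, within groups, against the level of each marker list. Their median correlation with the fibroblast markers, over 77 genes, was 0.335 with all libraries and 0.376 without sham replicate 3, at percentile 100 of 10000 random lists matched on mean value in both cases. For skeletal muscle markers the lower percentile was 11.3, and for macrophage markers it was 22.64. This pattern is consistent with fibroblast RNA in the sorted cells, but it cannot be told apart from matrix genes that rise together inside macrophages, since the fibroblast markers are themselves matrix genes in part. The test was not run for the chondrocyte and osteoblast list.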

How the results depend on the processing

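The fits of edgeR with a replicate block, of edgeR and DESeq2 without sham replicate 3 of 4 weeks, of DESeq2 with no fold-change minimum, and of the difference between time points in DESeq2, with sample quality weights and with 1 surrogate variable were chosen after the data were seen, as were the use of 1 surrogate variable for the named genes and the test that follows the 12-week genes in the 4-week libraries. In what follows the cause was not tested unless stated.

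The number of differentially expressed genes at 4 weeks, 0 in limma with 1177 at an unadjusted p-value under 0.05, was 27 in DESeq2, 40 in DESeq2 without sham replicate 3 (27 higher and 13 lower), 42 and 87 in these DESeq2 fits with no fold-change minimum, and 1 with TMM scaling, with sample quality weights and in edgeR without sham replicate 3. That 1 gene was Slc1a3 in each of these fits, with adjusted p-values of 0.0242 in limma with TMM scaling, 0.00244 in limma with weights and 0.0216 in edgeR, in a range of 0.00244 to 0.359 over all alternatives in limma and edgeR. Across the 10 fits that each left out one library, the number ranged from 0 to 1. At 12 weeks, where limma called 0 genes with 1814 at an unadjusted p-value under 0.05, DESeq2 called 98 and 136 with no fold-change minimum, limma with 1 surrogate variable 18, and the 8 fits that each left out one library from 0 to 81. The 1 call without sham replicate 4 was Mamdc2, which is named after its values were seen. Pseudocounts, filters on low genes, and edgeR without a block left the number at 0 at both time points, as did TMM scaling and quality weights at 12 weeks.

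With the replicate number as a block, limma called 1 gene at 4 weeks, C1qtnf3, with an adjusted p-value of 0.0446 in limma in a range of 0.0446 to 0.801, and 0 at 12 weeks with 2185 at an unadjusted p-value under 0.05. The edgeR fit with the block called 3 genes at 12 weeks (Clec2dl1 and Acp5 among them) and 0 at 4 weeks, with 970 at an unadjusted p-value under 0.05. Deviations from the group means had a correlation of -0.0503 between same-numbered libraries at 4 weeks and 0.0789 at 12 weeks, so the numbers showed little pairing.

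The difference between time points stayed at 0 genes in edgeR, DESeq2, the tables as deposited, a mean of at least 50, the replicate block, quality weights, 1 surrogate variable and the 18 fits without one library, with 432 genes at an unadjusted p-value under 0.05 in limma. The smallest adjusted p-value, 0.962 in limma, was 0.0522 in DESeq2. The overlap of the calls of both time points was 0 genes in limma and edgeR and 5 in DESeq2. Of the genes the paper names or labels, 0 passed an adjusted p-value of 0.05 in limma. In DESeq2 25 passed at 4 weeks and 28 at 12 weeks. At 4 weeks 1 passed with the replicate block, with quality weights, with TMM scaling and in edgeR without sham replicate 3, and 20 in DESeq2 without sham replicate 3. At 12 weeks 8 passed with 1 surrogate variable and 3 in edgeR with the block. Without one library, from 0 to 1 passed at 4 weeks and from 0 to 19 at 12 weeks. The direction of the 25 and 28 genes held in each fit that left out one library.

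The number of gene lists past an adjusted p-value of 0.05 in limma's camera test fell to 0 at 4 weeks and 0 at 12 weeks with the correlation between genes estimated. It ranged from 5 to 9 and from 9 to 12 over the fits that each left out one library. Of marker lists with an exact permutation p under 0.05, fits without one library gave from 1 to 2 at 4 weeks and from 0 to 3 at 12 weeks.

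Some directions reversed. For the ribosomal protein list at 4 weeks the direction reversed with sample quality weights (adjusted p-value 0.121 in limma's camera test) and without sham replicate 3, in a range of 3.61e-07 to 0.00175 over the fits without one library. For the list of STAT genes at 4 weeks it reversed with TMM scaling (0.974), in a range of 0.320 to 0.971 without one library. For the list of STAT6 and IL-4 response genes at 12 weeks it reversed with a mean value of at least 50 (0.869), in a range of 0.305 to 0.942. At 12 weeks the mitotic list (4.06e-06 to 0.356) and the ribosomal protein list (9.93e-06 to 0.294) each reversed in 1 fit without one library. The mean level of the proteoglycan genes at 12 weeks differed by -0.082 to 0.30 without one library. The macrophage marker score at 4 weeks differed by -0.011 to 0.12.

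Genes whose log2 fold change was near 0 changed sign. With TMM scaling Itgam was at 0.051 and Stat5a at 0.00104 at 4 weeks. In edgeR Stat3 was at -0.014 at 4 weeks. With sample quality weights Stat3 was at -0.027 at 4 weeks, and Itgam at -0.11 and Stat6 at -0.026 at 12 weeks. Without one library, the ranges at 4 weeks were -0.25 to 0.16 for Itgam and -0.032 to 0.052 for Stat3. At 12 weeks they were -0.14 to 0.10 for Itgam, -0.14 to 0.031 for Stat2, -0.090 to 0.025 for Stat5a and -0.040 to 0.054 for Stat6.

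Of the other changes, alternatives that kept every library left gene lists in place in 100 cases, with 16 weaker and 1 stronger. Named genes were in place in 323 cases and stronger in 55. Marker scores were in place in 17 cases and weaker in 1. Without one library, gene lists were in place in 150 cases, weaker in 15 and stronger in 2, named genes in place in 537 and stronger in 19, and marker scores in place in 59, weaker in 18 and stronger in 2. The lowest depth, in sham replicate 3 of 4 weeks, puts the floor of 3 reads at 6.96 normalized reads there, and lower levels are not detectable in that library.

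Other splits of the same libraries into groups of the same sizes were tested. At 4 weeks, 3 of 100 splits gave at least as many genes at an unadjusted p-value under 0.05 in limma as the real split, which is included in each count, and 4 of 40 gave at least as many DESeq2 calls, up to 68. For gene lists it was 70 of 100. Of the 16 splits among these that part every same-numbered pair, it was 1 in limma, 1 in DESeq2 and 12 for gene lists. At 12 weeks, 2 of 35 splits gave as many in limma, 2 of 35 in DESeq2 (up to 149 calls) and 3 of 35 for gene lists. Of the 8 splits that part every pair, 1 did so in each. For the difference between time points it was 59 of 100 splits. So few splits part every pair at 12 weeks that their share cannot fall under 0.05, and the same holds for the 16 at 4 weeks. The splits other than those keep some same-numbered pairs within a group. Only the count in limma at 4 weeks was reached in a share of splits under 0.05, so by these counts the number of DESeq2 calls at either time point cannot be told apart from a grouping by chance. At 12 weeks this rests on a single other split. The 97 DESeq2 calls of 12 weeks that were tested in both tables were also followed in the 4-week libraries, where 84 had the same direction in mean log2 level. Of the 252 ways to label these libraries, 10 gave at least as many, and of the 32 that part every same-numbered pair, 4 did. The former share is under 0.05 and the latter is not. The 5 genes shared by the DESeq2 calls of both time points were set only against 0.0938 expected for independent genes, and not against other splits.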

Differences from the paper's values

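No test in this part was chosen after the result was seen, apart from those marked. A gap is called closed where the larger value is at most 1.5 times the smaller, which does not mean that the values are equal. At 4 weeks, limma called 0 differentially expressed genes, with 1177 at an unadjusted p-value under 0.05, against the paper's 42. Taken one at a time, none of the 21 alternatives set before the data were examined closed this gap, and DESeq2 came to 27. The gap was closed by DESeq2 with no fold-change minimum (42, the paper's number) and by DESeq2 without sham replicate 3 (40), which were chosen after seeing the values. For genes increased at 4 weeks limma gave 0 against the paper's 18. Of the alternatives set before the data were examined, DESeq2, which is the paper's tool, gave 18 and the others did not close the gap. DESeq2 without sham replicate 3, chosen after seeing the values, gave 27, which is 1.5 times the paper's value, and DESeq2 with no fold-change minimum gave 31. For genes decreased at 4 weeks limma gave 0 against the paper's 24, and none of these alternatives closed the gap, with 9 in DESeq2. With no fold-change minimum DESeq2 gave 11, and without sham replicate 3 it gave 13. With both of these changes, chosen after seeing the values, DESeq2 gave 21 genes decreased, within 1.5 times the paper's value, but 66 increased and 87 in all, which are not.

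At 12 weeks, limma called 0 genes, with 1814 at an unadjusted p-value under 0.05, where the paper's total is the sum of its increased and decreased genes, and DESeq2 called 98. For genes increased at 12 weeks limma gave 0 against the paper's 78, and of the 19 alternatives set before the data were examined the gap was closed by DESeq2 (80) and by limma without sham replicate 3 (77), and not by the others. For genes decreased at 12 weeks limma gave 0 against the paper's 55, and none closed the gap, with 18 in DESeq2. DESeq2 with no fold-change minimum, chosen after seeing the values, called 136 genes, 97 higher and 39 lower. Both are within 1.5 times the paper's values, but 97 is farther from the paper's 78 than the 80 with the minimum, and 39 is under the paper's 55.

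In the authors' deposited table for 4 weeks, 42 genes have an adjusted p-value under 0.05, of which 31 are higher and 11 lower, and 27 also reach the fold-change minimum, 18 higher and 9 lower. For 12 weeks the authors' deposited table has 132 genes, 94 higher and 38 lower, and 95 at the minimum, 78 higher and 17 lower. The genes under 0.05 in the authors' deposited table, less those higher at the minimum, number 24 at 4 weeks, the paper's number of decreased genes, and 54 at 12 weeks, against the paper's 55. In the authors' deposited table, 11 and 38 of these are lower in OA.

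The paper names genes as differentially expressed that limma did not call. Slc1a3 was called with TMM scaling, sample quality weights, edgeR without sham replicate 3 (chosen after seeing the values) and limma without sham replicate 3, and C1qtnf3 at 4 weeks with the replicate block. DESeq2 gave an adjusted p-value under 0.05 for all 25 genes named or labelled at 4 weeks and all 28 at 12 weeks. DESeq2 without sham replicate 3, chosen after seeing the values, passed 20 of the 25. Limma without sham replicate 3 passed 19 of the 28 at 12 weeks, limma with 1 surrogate variable passed 8 (Adamts16, Cemip, Ptprv, Acp5, Lrrn4cl, Clec4d and Islr among them), and edgeR with the replicate block, chosen after seeing the values, called 3 genes, Clec2dl1 and Acp5 among them. The directions were those shown in Fig. 1A and B. Fig. 1B colours Chst5 as differentially expressed, while in the authors' deposited table its adjusted p-value is 0.0501. The paper describes a shift in expression between the time points, and the test of the difference between time points called 0 genes, with 432 at an unadjusted p-value under 0.05 in limma. The power of this test was not simulated. Even a difference of 2.88 (SE 1.08), for Rnase2, had an adjusted p-value of 0.962 in limma, so 0 calls do not exclude a shift. The paper's account also rests on its gene set enrichment, which was not repeated here.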

Other observations

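The comparison of Chst5 between time points was chosen only after its values were seen.

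The paper studies STAT signaling, and the STAT genes given here differed little between OA and sham. The log2 fold changes at 4 weeks were -0.058 for Stat2, 0.013 for Stat3, -0.050 for Stat5a, -0.052 for Stat5b and 0.059 for Stat6. At 12 weeks they were -0.071 for Stat2, -0.083 for Stat3, -0.027 for Stat5a, -0.18 for Stat5b and 0.0078 for Stat6. Stat6 had 2461 ± 63.3 normalized reads (SD, n = 5) in OA and 2364 ± 125.5 (SD, n = 5) in sham at 4 weeks (exact permutation p = 0.159, two-sided). At 12 weeks it had 2877 ± 188 (SD, n = 4) in OA and 2865 ± 237 (SD, n = 4) in sham (exact permutation p = 0.886). These are RNA levels and do not measure phosphorylation.

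The list of STAT6 and IL-4 response genes differed by -0.19 at 4 weeks (exact permutation p = 0.0714, 0.339 adjusted) and by -0.050 at 12 weeks (exact permutation p = 0.514, 0.651 adjusted). Its adjusted p-values in limma's camera test were 0.102 at 4 weeks and 0.756 at 12 weeks. The 4-week value ranged from 0.0201 to 0.309 in limma's camera test when each library was left out, so passing 0.05 depended on the libraries. The list of factors that act on sensory nerves differed by 0.068 and 0.059 (exact permutation p = 0.595 and 0.743).

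Itgam, which encodes CD11b, had log2 fold changes of -0.000316 at 4 weeks and 0.021 at 12 weeks. The 4-week value ranged from -0.25 to 0.16 when each library was left out, and sham replicate 3 was low for this gene.

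Chst5 had a log2 fold change of 2.04 at 4 weeks (exact permutation p = 0.135) and -2.48 at 12 weeks (exact permutation p = 0.143). The difference between time points was -4.28 (adjusted p-value 0.962 in limma). Its levels varied widely within groups, with 46.2 ± 51.1 normalized reads (SD, n = 5) in OA at 4 weeks. No explanation was tested.

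Between time points, 0 of 33 lists differed after adjustment and 1 without it. The osteoclast list, which includes Acp5 and Ocstamp, was lower in OA at 4 weeks, with a difference of -0.68, and higher at 12 weeks, by 0.26 (exact permutation p = 0.00896 for the change of 0.94, 0.125 adjusted over 14 lists).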
